A study of Mus musculus with 18 samples. Its data were reported in "The p53 transcriptional response across tumor types reveals core and senescence-specific signatures modulated by long noncoding RNAs" (2021).

How the data were processed

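RNA-seq read counts deposited by the authors were analysed for 6 KPR tumour cell lines, each sampled before Tam and at 8 h and 24 h of Tam. There was 1 library per line per time, 18 in all, and every column of counts was used. The lines were grouped by the tumour type on their deposited labels: Kpr8 and Kpr10 as lung adenocarcinoma (LA), 306 and 928 as lymphoma (LY), 3472 and 3940 as sarcoma (SA). The supplement legend of the paper gives the opposite types for the last 4 lines, and marker genes read from the counts also go against the labels. The labels were kept for grouping, and each direction drawn from them is written with the line names.

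The authors aligned reads with TopHat2 2.0.12 to mm10, assembled transcripts with StringTie 1.2.4 on GENCODE release 9, and counted reads over exons or parts of introns. Which of these the deposited table holds is not stated. The deposited labels name HTSeq 0.6.1 for counting while the paper names bedtools. The strand setting of the count is not stated, so loci that overlap another gene on the opposite strand are uncertain. The table holds 50549 loci, of which 46586 carry an annotated gene name and 3963 were found by StringTie only. More than 1 gene name sat in 1009 loci, and these were not used as examples. Gene classes came from GENCODE release 21, with 21081 coding loci, 9186 lncRNAs and 9558 pseudogenes.

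Library totals ran from 10.7 to 19.6 M counts (median 13.6 M). The 10 loci with most counts took 48.7 to 70.2% of a library, and 1 locus, Gm42418, which overlaps ribosomal RNA sequence, took 14.7 to 33.0%. Coding loci held 2.27 to 7.94 M counts per library (19.4 to 42.5%). CPM values are counts scaled to an effective library size after RLE scaling, in which the few loci with most counts do not set the scale.

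Differential expression was tested with edgeR 4.0.16 quasi-likelihood F tests in R 4.3.3, with RLE factors, loci kept by filterByExpr at a minimum count of 10, and a Benjamini-Hochberg adjusted p under 0.05 for a call. The 6 lines together were fitted with cell line and time. Single tumour types were fitted with cell line and a time effect for each type, and the difference of 1 type from the mean of the other two was taken from the same fit. After filtering 16089 loci were tested across time, and 14609 in the comparison of types before treatment. Residual degrees of freedom were 10, 6 and 3. Cell line was the block in all time comparisons, so each line was compared with itself. Replacing cell line by tumour type was run as an alternative, and gave 1094 called loci for 24 h against 0 h. With 1 library per line per time, p-values measure spread between these lines and not between repeated cultures of a line. Values are log2 fold change ± standard error (SE), taken from the square root of the F statistic.

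Gene lists were fixed before the data were examined, as were the comparisons, the thresholds and all alternatives but 3. They were p53 targets in cell-cycle arrest (24 tested), apoptosis (26), DNA repair (15) and metabolism (25), E2F targets in DNA replication (70), G2/M and spindle genes (64), Myc targets in ribosome biogenesis (74), replication-dependent histones (20), the senescence-associated secretory phenotype (SASP; 30), lysosome (28), interferon response (30), cholesterol biosynthesis (21), Atf4 targets (19), MAPK feedback (15), mitochondrially encoded mRNAs (9), and lymphoid (30), mesenchymal (21), epithelial (14) and lung (6) markers. The 4 p53 lists joined hold 88 tested genes. Myeloid, skeletal muscle and endothelial markers had fewer than 5 tested members and were read as levels only. Another 5 lists were taken from the genes named by the study itself, and their behaviour in these libraries is not independent evidence.

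Lists were tested with camera at an inter-gene correlation of 0.01, adjusted over the 24 lists, and again with an estimated correlation. The p of the joined p53 list, which overlaps its parts, was left unadjusted. Members were counted as rose or fell when the genome-wide adjusted p was under 0.05, with the count adjusted over the list alone given beside it. Per-line list means were tested with an exact sign-flip permutation over 6 lines, in which p cannot fall below 0.031. Per-line values that stood apart from the other lines were sought with Dixon's test, which by chance marks about 1 in 20 groups.

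Genes named in the text were chosen by rule. Trp53 and Cdkn1a come first. For each comparison across 6 lines the 10 largest rises and falls were taken (mean log2 CPM of at least 1, same sign in all 6 lines), and for each type the 5 largest each way with the same sign in both lines, or at 8 h the 5 with smallest p. For each difference between types the 5 largest each way were taken in which both lines lay outside the range of the other 4. Up to 4 members with smallest p were taken from each list, with lncRNAs named by the study and their neighbours, the 5 StringTie-only loci with largest rise, and the 5 largest excesses of each type before treatment. Genes with 0 counts in every starting library are given as at least a fold over a floor of 3 counts in the group, and genes with 1 to 3 starting counts are given as counts.

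A self-test put changes of known size into null libraries made from the deposited counts. At 24 h across 6 lines 97 of 100 loci changed 2-fold, up or down, were called with the right sign. In the SA-labelled lines 59 of 100 were, and in the difference of the SA-labelled lines 24 of 100, while 76 of 100 were called there at 4-fold. The simulated spread came from the fit of cell line and time (coefficient of variation 0.148), wider than in the fit by type (0.081). The values for the SA-labelled lines thus rest on noisier counts than the real ones in that fit. Alternatives included DESeq2 1.42.0, TMM scaling, coding loci only, no filter, libraries thinned to equal coding counts, each line left out in turn and the SA-labelled lines left out together. Coding loci only, thinned libraries and leaving out both SA-labelled lines were added after the data had been seen. No scaling choice moved the median change of all genes by more than 0.1 log2. TMM moved the share of called loci that were higher from 49.0 to 59.0% in the difference of the SA-labelled lines and from 50.4 to 37.4% in that of the LY-labelled lines. At 24 h it turned the larger side, by under 10 points, from 56.3 to 47.5% higher in the LY-labelled lines and from 48.2 to 52.8% in the SA-labelled lines.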

Results

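RNA was measured by sequencing in 6 cell lines from tumours of KPR mice, in which an oncogenic K-ras allele drives tumours and Trp53 is silenced by a removable STOP cassette. Tam (4-hydroxytamoxifen, 500 nM) activates CreERT2, which excises the cassette and restores p53. Each line was sampled before Tam and at 8 h and 24 h after Tam, with 1 library per line per time. Lines Kpr8 and Kpr10 are LA lines, lines 306 and 928 are labelled LY, and lines 3472 and 3940 are labelled SA. The 18 libraries held 10.7 to 19.6 M counts each, and 19034 to 23074 loci were detected per library. Coding loci held 2.27 to 7.94 M counts, and the 10 loci with most counts, led by Gm42418 (24.6% on average), took 48.7 to 70.2% of a library. In a principal component analysis of all libraries PC1 (61.2% of variance) separated lines 3472 and 3940 from the other 4, and PC2 (22.5%) separated the LA lines from lines 306 and 928. Within the LA lines PC1 held 43.8% and PC2 38.5%. Within lines 306 and 928 PC1 held 43.2% and separated the lines, and PC2 held 36.9% and separated 24 h from 0 h. Within lines 3472 and 3940 PC1 held 75.9% and separated the lines.

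The libraries taken before Tam show which lineage each line expressed. The LA lines expressed the epithelial keratins Krt18 (805 CPM in Kpr8 and 917 in Kpr10), Krt8 (652 and 901) and Krt19 (380 and 355). Lines 3472 and 3940, labelled SA, expressed Ptprc, the pan-leukocyte phosphatase CD45 (330 and 355 CPM, at most 0.28 in any other line), and Tcf7, a T cell transcription factor (520 and 79.5 CPM). Lines 306 and 928, labelled LY, expressed the fibrillar collagen Col3a1 (227 and 267 CPM), the matrix glycoprotein Sparc (230 and 243) and fibronectin, Fn1 (144 and 185). Summed lymphoid markers reached 2786 CPM in line 3472, against 82.5 in line 306, 125 in line 928 and 12 to 14.8 in the LA lines. Of 38 such markers, 28 and 27 passed 1 CPM in lines 3472 and 3940 and 5 and 4 did so in lines 306 and 928. Summed mesenchymal markers were 963 and 1039 CPM in lines 306 and 928, against 48.9 and 77.5 in lines 3472 and 3940. Markers of both labelled types thus lay opposite to the labels, and the supplement legend of the paper gives these 4 lines the opposite types. The groups below follow the labels, with line names beside each.

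**Figure D1:**
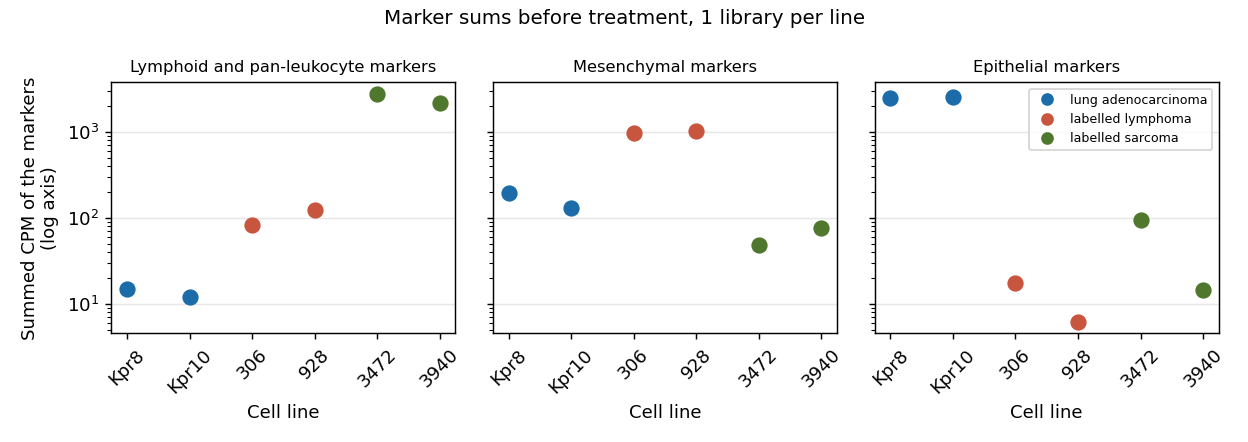
Summed CPM (log axis) of lymphoid, mesenchymal and epithelial markers in each of the 6 lines before Tam, 1 point per library, coloured by labelled tumour type. Lymphoid sums were highest in lines 3472 and 3940, labelled SA (2786 CPM in 3472), and mesenchymal sums in lines 306 and 928, labelled LY (963 and 1039 CPM).

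The comparison of tumour types before Tam asks how far the lines differ before p53 returns. The largest excesses in the LA lines were in the tight junction gene Cldn6 (1106 counts, none in other lines, at least 385-fold), Lsr, a protein of tricellular junctions (1004 counts, at least 349-fold), and Klhl1 (777 counts, at least 270-fold). Perp, a desmosomal gene, had 2350 counts in the LA lines and 1 in the others. In lines 3472 and 3940, labelled SA, the largest were Gzma, a protease of cytotoxic lymphocytes (1845 counts against 0, at least 2180-fold), Fam169b (1210 against 0, at least 1430-fold), Cd3e, a chain of the T cell receptor complex (2153 counts against 1), Tcrg-C4, a gamma T cell receptor constant segment (2152 against 1), and Dpp4 (2077 against 1). In lines 306 and 928, labelled LY, the largest were Arhgap28 (748 counts against 0, at least 608-fold), the matrix protease Mmp2 (3651 against 1), Gpr149 (2081 against 1), thrombospondin 2, Thbs2 (8797 against 5), and Col3a1 (8128 against 6). Each type was compared with the mean of the other two (n = 2 lines against 4).

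Against the other types before Tam, 3343 loci differed in the LA lines (2315 higher, 1028 lower), 6447 in lines 3472 and 3940 (3021 higher, 3426 lower, and 3247 higher, 3104 lower without line 3940) and 3315 in lines 306 and 928 (2239 higher, 1076 lower). The LA count was 1143 without line Kpr8, 1266 without Kpr10, 1746 without 306 and 1770 without 928. The count for lines 306 and 928 was 1704 without Kpr8, 1642 without Kpr10, 1377 without 306 and 1069 without 928. Lung markers summed to 76.0 and 74.7 CPM in the LA lines and to 13.9 to 23.6 in the others. Endothelial markers summed to 59.6 and 24.1 CPM in lines 3472 and 3940 (Pecam1 52.5 and 20.8). Skeletal muscle markers reached 2.26 and 2.91 CPM there (Pax7 1.92 and 2.76). Myeloid markers summed to 71.3 and 71.0 CPM in the LA lines, where Mrc1 had 48.3 and 50.1 and Cd14 22.2 and 20.5.

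The comparison of 24 h with 0 h across 6 lines asks which RNAs change once p53 is restored, whatever the tumour type. Trp53 itself (locus MSTRG.4000, mm10 chromosome 11, 69580305 to 69591873) rose 3.47-fold (log2 1.79 ± 0.18, adjusted p = 2.56e-06), from 9.40 to 33.1 CPM. Cdkn1a (locus MSTRG.10297, chromosome 17, 29090979 to 29100726), the p21 inhibitor of cyclin-dependent kinases and a p53 target, rose 46.6-fold (5.54 ± 0.21), from 1.76 to 76.0 CPM. It rose in every line, by log2 4.85 to 6.67, whereas the Trp53 change ran from 0.53 in line 3472 to 2.49 in Kpr10. Further large rises were in adenylate kinase 1, Ak1 (55.9-fold, 5.80 ± 0.34), Eda2r, a receptor of the tumour necrosis factor family (53.6-fold, 5.74 ± 0.26), the carbonyl reductase Dcxr (23.6-fold, 4.56 ± 0.28), Trp53inp1, a p53-induced nuclear protein (20.8-fold, 4.38 ± 0.45), and cyclin G1, Ccng1 (14.6-fold, 3.87 ± 0.23). Cd80, a costimulatory ligand for T cells, went from 1 to 404 counts over the 6 lines. Trim7, a ubiquitin ligase (4.24 ± 0.31), Fam212b (4.09 ± 0.49) and 9030617O03Rik (4.01 ± 0.44) completed the 10 largest rises.

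**Figure D2:**
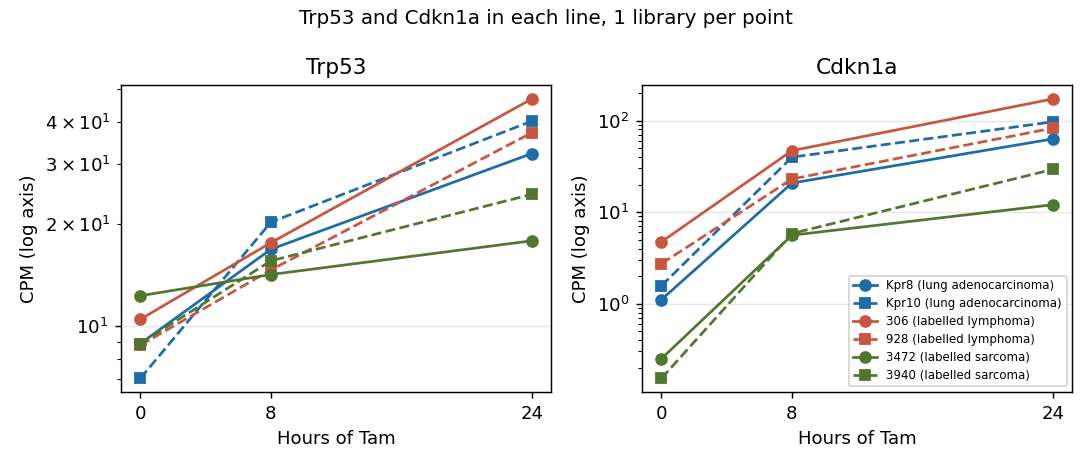
CPM (log axis) of Trp53 and Cdkn1a against hours of Tam in each of the 6 lines, 1 library per point, with lines drawn between times. Mean Trp53 went from 9.40 CPM at 0 h to 33.1 CPM at 24 h, and mean Cdkn1a from 1.76 to 76.0 CPM.

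The largest falls at 24 h were smaller than the largest rises. Mybl2, a transcription factor of dividing cells, fell 2.40-fold (log2 −1.26 ± 0.21), the histone gene Hist1h3b 2.33-fold (−1.22 ± 0.18), and Cdc6, which licenses replication origins, 2.22-fold (−1.15 ± 0.26). Phf19, a Polycomb-associated protein (−1.15 ± 0.19), Rad51ap1, a factor of homologous recombination (−1.13 ± 0.24), the spindle-orientation gene Sapcd2 (−1.10 ± 0.26), Sox12 (−1.08 ± 0.22), Hist1h2ag (−1.20 ± 0.24), Hist1h2aa (−1.07 ± 0.20) and Gm14150 (−1.26 ± 0.19) also fell. Of 3706 called loci 2172 rose and 1534 fell, and at least a 2-fold change was seen in 751 and 91 of them. Coding loci made up 1781 of the rises and 1426 of the falls. The count was 1869 without line Kpr8, 1763 without Kpr10, 2120 without 306, 2112 without 928 and 6749 without both 3472 and 3940. With tumour type in place of the cell line block, 1094 loci passed.

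Fixed lists of p53 targets rose at 24 h. In the joined list of 88 targets 56 genes rose and 6 fell (62 and 7 adjusted over the list alone), with a mean log2 change of 1.43 and a median of 1.16 (camera p = 2.58e-26, p = 0.00442 with an estimated correlation). Among 24 arrest targets 19 rose and none fell (21 and none adjusted over the list alone), including Gtse1, a p53-binding G2 protein (2.12 ± 0.14), and Ccng1. Among 26 apoptosis targets 17 rose and 1 fell (19 and 1 adjusted over the list alone), including Phlda3, an inhibitor of Akt signalling (3.52 ± 0.23), Apaf1, the scaffold of the apoptosome (1.54 ± 0.11), and Ei24 (1.59 ± 0.10). Among 25 metabolic targets 17 rose and 2 fell (18 and 2 adjusted over the list alone), including the thiamine transporter Slc19a2 (2.10 ± 0.12) and the mTORC1 regulator Ddit4 (1.10 ± 0.10), with camera adjusted p = 4.00e-10 and adjusted p = 0.143 with an estimated correlation. The 15 DNA repair targets split, with 3 risen and 4 fallen (5 and 5 adjusted over the list alone), a mean of 0.54 and a median of −0.03, and camera adjusted p = 0.684. There the nuclease gene Ercc5 (2.29 ± 0.21), the polymerase Polk (1.98 ± 0.16) and Dcxr, which acts on carbonyls rather than on DNA, rose and the polymerase Polh fell (−0.61 ± 0.14).

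RNAs of replication and mitosis fell together at 24 h across 6 lines. Of 70 E2F targets 63 fell and 1 rose (68 and 1 adjusted over the list alone), with a mean log2 change of −0.68, including the methylation factor Uhrf1 (−1.04 ± 0.17), the helicase subunit Mcm3 (−0.94 ± 0.16) and E2f1 itself (−0.74 ± 0.12). Of 64 G2/M genes 59 fell and 1 rose (60 and 1 adjusted over the list alone), with a mean of −0.70, including the kinetochore gene Cenpf (−0.97 ± 0.18) and the Cdk1 phosphatase Cdc25b (−0.82 ± 0.16). Of 74 Myc targets 56 fell and 1 rose (62 and 1 adjusted over the list alone), with a mean of −0.39, including the folate carrier Slc19a1 (−1.03 ± 0.17) and the ribosome assembly factors Grwd1 (−0.75 ± 0.13) and Mybbp1a (−0.47 ± 0.09). All 20 histone genes fell (20 also adjusted over the list alone), with a mean of −0.95, including Hist1h4b (−1.04 ± 0.21). Camera adjusted p was 6.52e-32 for E2F targets, 1.13e-27 for G2/M genes, 9.79e-24 for Myc targets and 9.10e-16 for histones. With an estimated correlation, adjusted p = 0.143 for E2F targets, Myc targets and histones and adjusted p = 0.165 with an estimated correlation for G2/M genes. The fall was uneven, with per-line E2F means of −1.43 in Kpr10 and −0.99 in line 306 but −0.10 in line 3472 and −0.05 in line 3940. The share of counts in coding loci moved over the same hours, from 42.5 to 26.9% in Kpr8, 37.5 to 23.0% in Kpr10, 34.4 to 27.0% in 306 and 33.7 to 19.4% in 928, against 23.1 to 22.6% in 3472 and 22.0 to 28.1% in 3940. Without lines 3472 and 3940 the mean was −1.07 for E2F targets and −1.12 for G2/M genes.

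Some secretory, lysosomal and interferon genes rose at 24 h across 6 lines, with uneven list means per line. Of 30 SASP genes 12 rose and 1 fell (13 and 1 adjusted over the list alone), including the urokinase gene Plau (1.32 ± 0.18), the cytokine Csf1 (0.74 ± 0.13) and the protease Mmp10 (1.96 ± 0.34), with camera adjusted p = 0.00899 and adjusted p = 0.209 with an estimated correlation. Of 28 lysosomal genes 18 rose and none fell (22 and none adjusted over the list alone), including cathepsin D, Ctsd (1.08 ± 0.17), Man2b1 (1.12 ± 0.19) and Tpp1 (1.02 ± 0.18), with camera adjusted p = 2.26e-08 and adjusted p = 0.209 with an estimated correlation. The lysosomal mean was 0.91 in line 306 and 0.02 in line 3472, and the SASP mean 0.69 in Kpr10 and 0.025 in line 3940. Of 30 interferon response genes 17 rose and none fell (21 and none adjusted over the list alone), including the RNA sensor Ddx58 (0.96 ± 0.16), the antiviral GTPase Mx2 (1.63 ± 0.31) and Ifit3 (1.65 ± 0.34), with camera adjusted p = 4.60e-05 and adjusted p = 0.315 with an estimated correlation. The interferon mean was 1.63 in line 306 and 0.18 to 0.49 in the other lines. Of 9 mitochondrially encoded mRNAs 7 rose (8 adjusted over the list alone), including mt-Co3 (0.76 ± 0.12), with camera adjusted p = 3.30e-05 and adjusted p = 0.143 with an estimated correlation. Of 19 Atf4 targets 11 fell and 3 rose (12 and 3 adjusted over the list alone), with falls in the pseudokinase gene Trib3 (−0.98 ± 0.12) and Aldh18a1 of proline synthesis (−0.52 ± 0.08) and a rise in Sesn2, which is also a p53 target (2.06 ± 0.26). Its camera adjusted p was 5.71e-05, with adjusted p = 0.0960 with an estimated correlation.

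Other fixed lists held few called genes at 24 h. Of 15 MAPK feedback genes 4 rose and 2 fell (camera adjusted p = 0.360), with rises in Fosl1 (0.80 ± 0.18), cyclin D1, Ccnd1 (0.66 ± 0.15), and Phlda1 (0.63 ± 0.16) and a fall in Spry2, an inhibitor of receptor signalling (−0.41 ± 0.10). None of 21 cholesterol genes passed with edgeR (camera adjusted p = 0.859, mean log2 0.03), and none of 30 lymphoid markers (camera adjusted p = 0.300). Fn1 (0.89 ± 0.15), Sparc (0.44 ± 0.13) and Col5a1 (0.64 ± 0.21) rose among 21 mesenchymal markers (camera adjusted p = 0.487), the tight junction gene Cldn4 (0.73 ± 0.20) among 14 epithelial markers (adjusted p = 0.235) and the lipid transporter Abca3 (0.66 ± 0.18) among 6 lung markers (adjusted p = 0.684). Lists drawn from the study are not independent evidence here: 45 of 49 core coding genes and 11 of 13 core lncRNAs rose and none fell (46 and 12 adjusted over the list alone), as did 24 of 36 senescence-specific genes listed as rising (28 adjusted over the list alone) and 5 of 9 senescence-specific lncRNAs. Of 12 senescence-specific genes listed as falling 4 fell and 1 rose. For these senescence-specific lists camera adjusted p was 3.09e-10, 0.00209 and 0.000781, with adjusted p = 0.188, 0.261 and 0.188 with an estimated correlation.

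**Figure D3:**
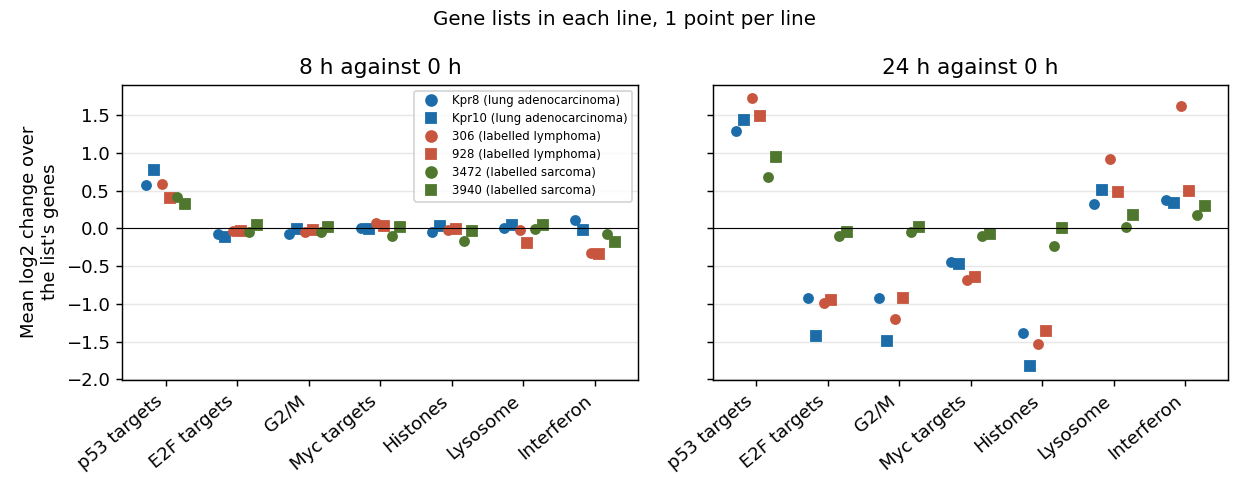
Mean log2 change over the genes of 7 lists at 8 h and at 24 h against 0 h, 1 point per line, coloured by labelled tumour type. At 24 h p53 targets were above 0 in all 6 lines (0.67 to 1.72), while E2F targets lay near 0 in lines 3472 and 3940 (−0.10 and −0.05) and between −0.93 and −1.43 in the other 4.

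Among noncoding loci 135 lncRNAs rose and 23 fell at 24 h across 6 lines, and 210 loci found by StringTie only rose and 24 fell. Pvt1 (mm10 chromosome 15, 62037976 to 62378096), the lncRNA beside Myc, rose 3.04-fold (1.60 ± 0.16), while Myc stood at −0.30 ± 0.13 (adjusted p = 0.118). Zmat3, an RNA-binding p53 target, rose 8.94-fold (3.16 ± 0.11), and MSTRG.15056 beside it went from 18 to 37 counts over the 6 lines, too few to test. MSTRG.5121 rose (2.43 ± 0.33) and its neighbour Bahcc1 stood at 0.41 ± 0.20 (adjusted p = 0.156). Spag9, a scaffold of kinase signalling (0.41 ± 0.10), and the stress gene Gadd45g (1.31 ± 0.28) rose, and the lncRNA Gm26651 near Gadd45g was too low to test, at 3 counts before and 16 after. D630023F18Rik, set beside Spag9 by the rule, lies on chromosome 1 in a locus of 3 gene names while Spag9 lies on chromosome 11, so it was not read as its neighbour. Trp53cor1, beside Cdkn1a, had 3 counts before Tam and 26 at 24 h. Gm26542 had 24 and 25 counts and its neighbour Ltc4s 4 and 3. The largest rises of StringTie-only loci were in MSTRG.18933 (3.29 ± 0.31), MSTRG.25500 (2.36 ± 0.39), MSTRG.4150 (1.68 ± 0.27), MSTRG.1253 (1.26 ± 0.23) and MSTRG.20606 (1.24 ± 0.17). The strand of the count is not known, so loci that overlap a gene on the other strand are uncertain.

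The comparison of 8 h with 0 h asks which RNAs respond first. At 8 h after Tam 35 loci rose across 6 lines and none fell, 28 of them coding. Cdkn1a rose 14.5-fold (log2 3.86 ± 0.21), Eda2r 13-fold (3.70 ± 0.28), Phlda3 5.39-fold (2.43 ± 0.23), Trp53inp1 4.34-fold (2.12 ± 0.41), Ccng1 (1.79 ± 0.21) and Ak1 (2.09 ± 0.38). Cd80 had 1 count before and 50 at 8 h, and the borate transporter Slc4a11 (1.74 ± 0.29), Gm43549 (1.81 ± 0.33) and 9230114K14Rik (1.64 ± 0.26) completed the 10 largest rises. Trp53 stood at 0.82 ± 0.18 (adjusted p = 0.0951). No locus fell at an adjusted p under 0.05 with edgeR, and 481 loci of either direction had an unadjusted p under 0.05. DESeq2 called 46. The count was 18 without line Kpr8, 15 without Kpr10, 23 without 928, 164 without both 3472 and 3940, and 16 with tumour type in place of the cell line block.

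By list, 16 of 88 p53 targets rose at 8 h and none fell (33 and none adjusted over the list alone), with a mean of 0.59 and a median of 0.30 (camera p = 5.99e-39, p = 0.00114 with an estimated correlation). Of arrest targets 5 rose (12 adjusted over the list alone), among them Gtse1 (1.30 ± 0.14). Of apoptosis targets 7 rose (12 adjusted over the list alone), among them Bbc3, the BH3-only protein PUMA (1.41 ± 0.20), and the nuclease Aen (0.68 ± 0.10). Among DNA repair targets Polk rose (0.97 ± 0.16), and among metabolic targets 3 rose, including Slc19a2 (1.34 ± 0.12), with camera adjusted p = 5.98e-09 and adjusted p = 0.180 with an estimated correlation. Zmat3 rose 2.87-fold (1.52 ± 0.11). Means at 8 h were −0.05 for E2F targets, −0.03 for G2/M genes, 0.00 for Myc targets and −0.04 for histones, with no member called and camera adjusted p of 0.300, 0.628, 0.930 and 0.596. Interferon genes had a mean of −0.23 with none called (camera adjusted p = 0.0360, adjusted p = 0.783 with an estimated correlation). Of the study's core genes, which are not independent evidence, 14 of 49 coding genes and 2 of 13 lncRNAs rose (32 and 9 adjusted over the list alone).

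The early share asks how much of the 24 h p53 response was already present at 8 h in the same line. Across the 88 p53 targets the mean log2 change was 0.51 ± 0.16 at 8 h and 1.26 ± 0.38 at 24 h (SD, n = 6 lines), and the share was 42.6% ± 13.2 (SD, n = 6). The p53 change was above 0 in all 6 lines at each time. The share ran from 27.2% in line 928 to 61.5% in line 3472, with 44.4% in Kpr8, 54.1% in Kpr10, 33.9% in 306 and 34.7% in 3940. Both changes use the same 0 h library of a line, so their errors are shared. The exact sign-flip permutation p, two-sided over 6 lines, was 0.031 at each time, the smallest the design allows (adjusted 0.112 at 8 h and 0.0558 at 24 h). In the same test at 24 h G2/M genes averaged −0.76 ± 0.61 (SD, n = 6 lines) and were lower in 5 of 6 lines (exact p = 0.0625, adjusted 0.0868), and E2F targets averaged −0.74 ± 0.55 (SD) and were lower in all 6.

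The comparison of 24 h with 8 h asks what was added after the first hours. Ak1 rose a further 13.2-fold (log2 3.72 ± 0.29), Dcxr 8.81-fold (3.14 ± 0.26), the epoxide hydrolase Ephx1 6.13-fold (2.62 ± 0.40), Atg9b of autophagy 5.98-fold (2.58 ± 0.50), Tbc1d8 (2.47 ± 0.56) and 9030617O03Rik (2.46 ± 0.40). Cdkn1a (1.68 ± 0.16) and Trp53 (0.97 ± 0.17) also rose further. Falls were led by Hist1h3b (2.39-fold, −1.26 ± 0.18), Mybl2 (2.22-fold, −1.15 ± 0.21), Slc19a1 (2.04-fold, −1.03 ± 0.17), the replication initiator Mcm10 (−0.98 ± 0.23) and Cdc6 (−0.98 ± 0.26). Of 2777 called loci 1665 rose and 1112 fell. The count was 1063 without Kpr8, 1025 without Kpr10, 780 without 306, 993 without 928, 5480 without both 3472 and 3940, and 458 with tumour type in place of the cell line block.

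Between 8 h and 24 h the lists of dividing cells fell and interferon and lysosomal genes rose. Of E2F targets 58 fell (66 adjusted over the list alone), of G2/M genes 55 (61 adjusted over the list alone), of Myc targets 50 (61 adjusted over the list alone) and of histones 19, and none rose. Means were −0.63, −0.67, −0.39 and −0.92, with adjusted p = 0.148 with an estimated correlation for E2F targets, Myc targets and histones and 0.160 for G2/M genes. Of 30 interferon genes 23 rose (26 adjusted over the list alone), with a mean of 1.03, including Ifit3 (2.36 ± 0.36), Mx2 (1.99 ± 0.32) and Oasl2 (1.41 ± 0.24), with camera adjusted p = 8.11e-08 and adjusted p = 0.219 with an estimated correlation. Of 28 lysosomal genes 19 rose (25 adjusted over the list alone), including Ctsd (1.08 ± 0.17) and Ctsa (0.56 ± 0.11), with adjusted p = 0.190 with an estimated correlation. Of 88 p53 targets 53 rose and 3 fell (55 and 7 adjusted over the list alone), with a mean of 0.84.

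Within the LA lines the 24 h comparison asks how this tumour type responds. Cdkn1a rose 60.1-fold (log2 5.91 ± 0.19), Mdm2, the ubiquitin ligase that degrades p53, 20-fold (4.33 ± 0.15), Trp53inp1 (4.49 ± 0.18) and Trp53 (2.19 ± 0.16; n = 2 lines). The sulfatase Sulf2 went from 2 to 193 counts, Eda2r from 1 to 72 counts and Fam212b from 7 to 340 counts (6.90 ± 0.30). The lncRNA 5830418P13Rik had 0 counts before and 11 at 24 h, at least 9.48-fold. The largest falls were Fam131b (36 to 2 counts, −2.66 ± 0.79), 2810408I11Rik (−2.5 ± 0.43), Gm6316 (−2.30 ± 0.39), Aunip, a centrosomal protein (4.89-fold, −2.29 ± 0.28), and the linker histone Hist1h1a (4.66-fold, −2.22 ± 0.15). Of 5175 called loci 2976 rose and 2199 fell, 1209 and 543 of them at least 2-fold. The count was 2452 without Kpr8, 2283 without Kpr10 and 883 (433 higher, 450 lower) with tumour type in place of the cell line block.

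In the LA lines at 24 h 56 of 88 p53 targets rose and 8 fell, with a mean of 1.60 and a median of 1.29 (1.27 with 4 genes at 0 counts held at their bound; camera p = 5.26e-18, p = 0.0149 with an estimated correlation). Of 70 E2F targets 66 fell (68 adjusted over the list alone), with a mean of −1.14, including Cdc6 (4.37-fold, −2.13 ± 0.15), the flap nuclease Fen1 (−1.55 ± 0.11) and thymidine kinase, Tk1 (−1.65 ± 0.12). Of 64 G2/M genes 61 fell and 1 rose (61 and 1 adjusted over the list alone), with a mean of −1.16 and adjusted p = 0.0817 with an estimated correlation, including the checkpoint kinase Bub1b (2.84-fold, −1.50 ± 0.10), Cdk1 (−1.54 ± 0.12) and survivin, Birc5 (−1.46 ± 0.12). All 20 histones fell, with a mean of −1.58, including Hist1h4c (−1.79 ± 0.10), and 56 of 74 Myc targets fell and 2 rose (59 and 3 adjusted over the list alone), including Ppat of purine synthesis (−1.06 ± 0.12) and the pseudouridine synthase Dkc1 (−1.04 ± 0.12). Of 30 SASP genes 15 rose and 2 fell (18 and 2 adjusted over the list alone), including Timp2 (0.95 ± 0.10), Igfbp3 (0.94 ± 0.12) and Csf1 (0.98 ± 0.15), with camera adjusted p = 0.00274 and adjusted p = 0.128 with an estimated correlation. Of 9 mitochondrial mRNAs 7 rose, including mt-Nd4 (1.98 ± 0.21) and mt-Nd5 (2.00 ± 0.22), with camera adjusted p = 8.61e-06 and adjusted p = 0.132 with an estimated correlation. Among Atf4 targets 10 fell and 2 rose, with falls in Mthfd2 of folate metabolism (−1.39 ± 0.12) and asparagine synthetase, Asns (−1.0 ± 0.10), and a rise in Sesn2 (3.15 ± 0.22), with camera adjusted p = 0.00215 and adjusted p = 0.165 with an estimated correlation. Ccnd1 rose (1.30 ± 0.11), as did the study's senescence-specific genes Notch1, a receptor (2.45 ± 0.12), Itgb4, an integrin of hemidesmosomes (2.82 ± 0.13), and Ahnak2 (2.63 ± 0.12), in a list that is not independent evidence and in which 26 of 36 rose (27 adjusted over the list alone).

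At 8 h in the LA lines 217 loci were called, of which 213 rose and 4 fell. Cdkn1a rose 22.1-fold (log2 4.47 ± 0.20), Trp53inp1 5.59-fold (2.48 ± 0.17), Mdm2 (2.24 ± 0.14), Trp53 (1.21 ± 0.17) and Fam212b (7 to 169 counts, 5.27 ± 0.35). The falls were in the immediate-early genes Fosb (−0.83 ± 0.17) and Fos (−0.63 ± 0.15), in Gm6316 (−1.55 ± 0.31) and in Gm5160 (−1.88 ± 0.46), the last named after its values were seen. Of 88 p53 targets 34 rose (44 adjusted over the list alone), with a mean of 0.88. E2F targets had a mean of −0.09 with none called, camera adjusted p = 0.000182 and adjusted p = 0.629 with an estimated correlation. The count of called loci was 53 without Kpr8, 45 without Kpr10, 344 without 928 and 13 with tumour type in place of the cell line block.

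In lines 3472 and 3940, labelled SA and rich in lymphoid RNAs, the 24 h comparison asks the same. Cdkn1a went from 5 to 600 counts (log2 6.61 ± 0.36; n = 2 lines), Eda2r from 0 to 118 counts (at least 33.8-fold), Phlda3 from 2 to 125 counts, Cd80 from 0 to 61 (at least 17.5-fold) and Dixdc1, a Wnt pathway gene, from 0 to 19 (at least 5.44-fold). Gm10801, a predicted gene, went from 6 to 382 counts. Zmat3 (3.42 ± 0.19), Ccng1 (7.70-fold, 2.94 ± 0.21), Trp53inp1 (6.37-fold, 2.67 ± 0.16) and Trp53 (0.99 ± 0.18) rose. The largest falls were in noncoding loci, Gm25541 (−2.27 ± 0.37), Rn18s-rs5 (−2.06 ± 0.36), n-R5-8s1 of 5.8S ribosomal RNA (−1.83 ± 0.26), Gm26202 (−1.81 ± 0.35) and Gm42826 (−1.79 ± 0.30). The share of Gm42418, which overlaps ribosomal RNA sequence, also went down, from 33.0 to 28.9% in line 3472 and from 31.5 to 22.2% in 3940. The falls of ribosomal loci were not told apart from this shift between libraries. Of 334 called loci 161 rose and 173 fell, 98 and 54 of them at least 2-fold (48.2% higher, 52.8% with TMM scaling). Which side was larger was not stable, with 144 higher and 118 lower without Kpr8, 146 and 122 without Kpr10, 102 and 56 without 3472 and 77 and 72 without 3940. More were also higher with DESeq2 (102 and 93), coding loci only (121 and 113), only the times compared (106 and 69), at 2-fold or more (98 and 54) and with tumour type as the block (13 and 0). The count was 509 without line 306, 522 without 928, 158 without 3472, 149 without 3940 and 13 with tumour type in place of the cell line block.

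In lines 3472 and 3940 at 24 h 31 of 88 p53 targets rose and 1 fell (40 and 2 adjusted over the list alone), with a mean of 1.10 and a median of 0.63 (0.42 with 6 genes at 0 counts held at their bound; camera p = 6.71e-25, p = 0.00691 with an estimated correlation). Apoptosis targets rose in 10 of 26 and fell in 1 (13 and 1 adjusted over the list alone), including Apaf1 (1.09 ± 0.11), Pidd1, a death domain protein (1.26 ± 0.14), and Ei24 (1.27 ± 0.12). Ercc5 (1.22 ± 0.14) and Polk (1.27 ± 0.17) rose among DNA repair targets (camera adjusted p = 0.00305, adjusted p = 0.109 with an estimated correlation), and Slc19a2 (1.82 ± 0.19) among 6 metabolic targets that rose (adjusted p = 0.206 with an estimated correlation). None of 70 E2F targets was called with edgeR (4 lower adjusted over the list alone), at a mean of −0.08 with camera adjusted p = 0.0486 and adjusted p = 0.772 with an estimated correlation. None of 64 G2/M genes was called, at a mean of −0.02 (camera adjusted p = 0.789). Among 21 cholesterol genes 4 fell and none rose (10 adjusted over the list alone), namely the synthesis enzymes Lss (−0.66 ± 0.09) and Mvd (−0.79 ± 0.13), the receptor Ldlr (−0.57 ± 0.10) and the regulator Srebf2 (−0.42 ± 0.09), with camera adjusted p = 2.34e-10 and adjusted p = 0.183 with an estimated correlation. Hist1h3b (−0.63 ± 0.12) was the only histone to fall, Imp4 (−0.51 ± 0.12) the only Myc target, and Spred2 fell (−0.64 ± 0.15). Of the study's lists, not independent evidence, 27 of 49 core coding genes and 7 of 13 core lncRNAs rose (33 and 9 adjusted over the list alone), while 1 of 36 senescence-specific genes rose and 3 fell, among them Notch1 (−0.52 ± 0.10).

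At 8 h in lines 3472 and 3940, labelled SA, 65 loci were called, 24 higher and 41 lower, of which 14 and 5 were coding. Cdkn1a went from 5 to 120 counts, and Ccng1 (log2 1.61 ± 0.21), Trp53inp1 (1.2 ± 0.16), Zmat3 (1.54 ± 0.24) and the spindle gene Psrc1 (2.24 ± 0.31) rose. Falls were mostly in noncoding loci, such as the small nucleolar RNA Snord104 (−1.77 ± 0.25), Rny3, a Y RNA (−1.27 ± 0.19) and Gm22710 (−1.91 ± 0.30), with the ribosomal protein gene Rpl28 (−0.82 ± 0.14). Of 88 p53 targets 8 rose (16 adjusted over the list alone), with a mean of 0.52. With coding loci only 15 loci were called and 86.7% of them were higher, against 36.9% with all loci. The count was 5 without line 3472 (4 higher, 1 lower), 111 without 3940, 105 without 306, and 114 without 928. With tumour type in place of the cell line block edgeR called 0, and with the block 1191 loci had an unadjusted p under 0.05 and DESeq2 called 46.

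In lines 306 and 928, labelled LY and rich in mesenchymal RNAs, Trp53inp1 rose 140-fold at 24 h (log2 7.13 ± 0.24), Cdkn1a 34.1-fold (5.09 ± 0.18), Eda2r (5.46 ± 0.22), Mdm2 (4.62 ± 0.15) and Trp53 (2.13 ± 0.17; n = 2 lines). Atg9b went from 10 to 1165 counts (7.35 ± 0.27), 9030617O03Rik from 2 to 451 counts, the phosphatase-like gene Ptprv from 0 to 69 counts (at least 36.1-fold) and the membrane protease Mmp15 from 0 to 27 (at least 14.1-fold). The lncRNA 5830418P13Rik had 0 counts before and 19 after, at least 9.93-fold. The largest falls were in Ung, which removes uracil from DNA (log2 −2.30 ± 0.27), Mxd3, a partner of Max (−1.97 ± 0.37), the protease-activated receptor F2rl1 (−1.94 ± 0.32), the Wnt receptor Fzd4 (−1.93 ± 0.46) and Mybl2 (3.78-fold, −1.92 ± 0.16). Myc fell (−0.76 ± 0.10) while Pvt1 rose (1.2 ± 0.17). Of 5067 called loci 2855 rose and 2212 fell, 1166 and 480 of them at least 2-fold. The larger number fell with TMM scaling (2403 rose, 2661 fell) and with tumour type as the block (419 and 549). The count was 3215 without line 306 and 968 with tumour type in place of the cell line block.

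In lines 306 and 928 at 24 h 59 of 88 p53 targets rose and 5 fell (63 and 7 adjusted over the list alone), with a mean of 1.86 (camera p = 1.43e-20, p = 0.0109 with an estimated correlation). Of 70 E2F targets 65 fell and 1 rose (68 and 1 adjusted over the list alone), with a mean of −0.97, adjusted p = 0.0571 with an estimated correlation, and Cdc6 at −1.83 ± 0.15. Of 64 G2/M genes 58 fell and 2 rose (59 and 2 adjusted over the list alone), with a mean of −1.06, adjusted p = 0.0989 with an estimated correlation, including the cytokinesis factor Ect2 (−1.38 ± 0.11), Cdk1 (−1.39 ± 0.12) and cyclin A2, Ccna2 (−1.65 ± 0.14). Of 74 Myc targets 65 fell, including the nucleolar proteins Nop58 (−1.08 ± 0.09) and Dkc1 (−1.29 ± 0.13), and all 20 histones fell. Of 30 interferon genes 25 rose (27 adjusted over the list alone), including the peptide transporter Tap1 (2.52 ± 0.30), Ifit2 (1.36 ± 0.17), Ddx58 (1.12 ± 0.14) and Stat2 (1.15 ± 0.15), with camera adjusted p = 1.08e-06 and adjusted p = 0.223 with an estimated correlation. The interferon mean was 1.63 in line 306 and 0.49 in line 928. Of 28 lysosomal genes 24 rose (25 adjusted over the list alone), including Ctsd (1.62 ± 0.14) and Man2b1 (1.74 ± 0.16), with camera adjusted p = 3.38e-10 and adjusted p = 0.0951 with an estimated correlation. Of 21 cholesterol genes 7 rose, including Fdft1 (0.71 ± 0.11) and Ldlr (0.49 ± 0.10), with camera adjusted p = 0.0106 and adjusted p = 0.420 with an estimated correlation. The serine synthesis gene Phgdh fell (−1.0 ± 0.10) among 10 Atf4 targets that fell (adjusted p = 0.127 with an estimated correlation), and Plau rose (1.59 ± 0.14). In the study's senescence-specific list, not independent evidence, 27 of 36 genes rose (28 adjusted over the list alone), including Notch1 (3.28 ± 0.21).

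At 8 h in lines 306 and 928, labelled LY, 45 loci were called, 37 higher and 8 lower. Trp53inp1 rose 18.2-fold (log2 4.19 ± 0.27), Eda2r 11.7-fold (3.55 ± 0.24), Cdkn1a 9.32-fold (3.22 ± 0.19), Mdm2 (2.21 ± 0.15) and Glipr1 (1.81 ± 0.14). Falls included Tmem86a (−1.46 ± 0.26), the junction gene Cgnl1 (−0.94 ± 0.15), Mir8108 (−1.03 ± 0.14) and Ern1, a sensor of unfolded proteins (−0.68 ± 0.13). Of 88 p53 targets 19 rose (30 adjusted over the list alone), with a mean of 0.60. Interferon genes had a mean of −0.36 with none called (camera adjusted p = 0.000851, adjusted p = 0.455 with an estimated correlation). The count of called loci was 90 without line 306, 27 without 928, 69 without 3472, 70 without 3940 and 3 with tumour type in place of the cell line block.

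The differences between types ask which 24 h changes depend on tumour type. In lines 3472 and 3940, labelled SA, the change of Mdm2 was 12.6-fold lower than in the other types (log2 difference −3.66 ± 0.18), those of Notch1 (−3.39 ± 0.16), Trp53inp1 (−3.14 ± 0.23), Sesn2 (−1.83 ± 0.25), Pml, a nuclear body protein (−1.79 ± 0.16), Ercc5 (−1.57 ± 0.17) and Trp53 (−1.17 ± 0.21) were also lower, and that of Cdkn1a stood at 1.11 ± 0.66 (adjusted p = 0.274). Notch3, a receptor, stood at 1690 and 1674 counts there while it went from 8 to 51 in the LA lines and from 2 to 143 in lines 306 and 928. Tbc1d8 (−5.14 ± 0.38), the intermediate filament gene Synm (125 and 129 counts there, 21 to 92 in the LA lines and 1 to 73 in lines 306 and 928), Gm37938 (283 and 270 counts there, 0 to 7 in the LA lines) and 5830418P13Rik (25.3 and 25.7 CPM there) were the other large deficits. The largest excess was in Gm10801 (6.23 ± 0.69), with Dixdc1 and 3 genes near 0 counts in lines 3472 and 3940, namely Smpdl3b (0 to 5 counts), Fscn1 (0 to 8) and Lzts2 (0 to 7). Of 3424 loci that differed 1677 were higher and 1747 lower (49.0% higher, 59.0% with TMM scaling). The larger side turned without Kpr8 (1310 higher, 1273 lower), 306 (1704 and 1689) or 3472 (1244 and 1146), with DESeq2 (1264 and 1252) and with tumour type as the block (200 and 168). The count was 2165 without line 3940 and 368 with tumour type in place of the cell line block.

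By list, the changes of E2F and G2/M genes were higher in lines 3472 and 3940 than in the other types. Of 70 E2F targets 60 were higher and none lower (62 adjusted over the list alone), with a mean difference of 0.98, including Cdc6 (3.82-fold, 1.93 ± 0.16) and Fen1 (1.48 ± 0.13), with camera adjusted p = 1.98e-31 and adjusted p = 0.113 with an estimated correlation. Of 64 G2/M genes 56 were higher (57 adjusted over the list alone), with a mean of 1.09, including Birc5 (1.58 ± 0.14) and Ect2 (1.45 ± 0.13), with camera adjusted p = 6.99e-32 and adjusted p = 0.166 with an estimated correlation. Of 74 Myc targets 41 were higher and 2 lower (57 and 2 adjusted over the list alone), including Nop58 (1.02 ± 0.11), and all 20 histones were higher, including Hist1h1a (2.07 ± 0.15; adjusted p = 0.0768 for the list with an estimated correlation). Of 88 p53 targets 34 were lower and 5 higher (35 and 6 adjusted over the list alone), with a mean of −0.63, camera p = 1.30e-06 and p = 0.108 with an estimated correlation. Cholesterol genes were lower in 11 of 21 (13 adjusted over the list alone), including Ldlr (−1.12 ± 0.12), with adjusted p = 0.244 with an estimated correlation, and lysosomal genes in 11 of 28, including Gaa (−1.41 ± 0.18), with adjusted p = 0.309 with an estimated correlation. In the study's senescence-specific list, not independent evidence, 17 of 36 genes were lower (19 adjusted over the list alone).

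In the LA lines the 24 h change exceeded the mean of the other types in Fam212a (1 to 19 counts, 281 to 137 in lines 306 and 928, 26 to 44 in lines 3472 and 3940), Gm23935 (2.35 ± 0.23), Tigit (2.31 ± 0.51), Itgb4 (2.14 ± 0.51), mt-Nd4 (1.70 ± 0.25), Mdm2 (1.61 ± 0.17, not above lines 306 and 928), Sesn2 (1.53 ± 0.26) and Ccnd1 (1.04 ± 0.14). It fell short in Smpdl3b and Lzts2, which had 0 starting counts in lines 3472 and 3940, and in Gm11808 (−2.41 ± 0.59), Gm10282 (−2.07 ± 0.37) and the LIM protein gene Csrp2 (−2.06 ± 0.35). Of 70 E2F targets 37 were lower (56 adjusted over the list alone), with a mean of −0.62, including Fen1 (−1.02 ± 0.14) and the replication factor Gins2 (−1.50 ± 0.23), with camera adjusted p = 2.37e-30 and adjusted p = 0.119 with an estimated correlation. Of 64 G2/M genes 35 were lower (52 adjusted over the list alone), including Bub1b (−0.90 ± 0.12) and Birc5 (−0.93 ± 0.14), with adjusted p = 0.231 with an estimated correlation. The changes of Pvt1 (0.89 ± 0.21) and Myc (0.71 ± 0.13) were higher. Myc itself moved little in the LA lines, from a mean of 32.3 to 35.9 CPM at 24 h. Its mean went from 88.3 to 51.5 CPM in lines 306 and 928 and from 69.1 to 54.9 CPM in lines 3472 and 3940. Of 918 loci that differed 537 were higher and 381 lower. The count was 366 without Kpr8, where the larger side turned (143 higher, 223 lower), 151 without Kpr10, 603 without 306, 537 without 3940 and 2 with tumour type in place of the cell line block.

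In lines 306 and 928 the 24 h change exceeded the mean of the other types in Atg9b (5.2 ± 0.36), 9030617O03Rik (2 to 451 counts), Notch3 (2 to 143 counts), Cyfip2 (1 to 11 counts), Tbc1d8 (4.26 ± 0.53), Trp53inp1 (3.55 ± 0.29), Mdm2 (2.05 ± 0.18) and Btg2 (1.75 ± 0.24). It fell short in Fam212a, Dixdc1 and Fscn1, whose starting counts were 0 or 1 in another type, in Gm26870 (−2.87 ± 0.83, 1.04 to 1.36 CPM here, 1.70 to 55.9 in the SA-labelled lines) and in Myc (−0.69 ± 0.13). Of 88 p53 targets 22 were higher and 3 lower (30 and 7 adjusted over the list alone), including Ercc5 (1.27 ± 0.17), with camera p = 6.26e-07 and p = 0.0999 with an estimated correlation. Of 64 G2/M genes 28 were lower, including Ect2 (−0.99 ± 0.13), with adjusted p = 0.265 with an estimated correlation, and 21 of 74 Myc targets were lower (54 adjusted over the list alone), including Nop58 (−0.81 ± 0.11). Of 30 interferon genes 7 were higher, including Ifit2 (1.71 ± 0.27), with adjusted p = 0.281 with an estimated correlation. The mean interferon difference was −0.125 without line 306 and 1.03 without 928. Higher too were 8 of 28 lysosomal genes (15 adjusted over the list alone), including the proton pump subunit Atp6v0d1 (0.97 ± 0.18), with adjusted p = 0.208 with an estimated correlation. Of 1047 loci that differed 528 were higher and 519 lower (50.4% higher, 37.4% with TMM scaling). The larger side turned without Kpr10 (284 higher, 325 lower) or 3472 (305 and 327), with DESeq2 (292 and 359) and with thinned libraries (314 and 354). The count was 366 without Kpr8, 609 without Kpr10, 475 without 306, and 632 without 3472. With tumour type in place of the cell line block edgeR called 0, and with the block 3271 loci had an unadjusted p under 0.05 and DESeq2 called 651.

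The last comparison asks how alike the 24 h responses of the types were. Among genes called in all 3 types 90 rose, where 5.28 would be shared if the calls were independent, including Cdkn1a, Eda2r, Ccng1, Zmat3, Phlda3, Btg2, Apaf1, the BCL2 family genes Bax and Bbc3, and Pvt1, and 7 fell (3.25 if independent). The LA lines and lines 306 and 928 shared 1683 rises (528 if independent) and 1452 falls (302), with 25 loci in opposite directions. The LA lines and lines 3472 and 3940 shared 105 rises (29.8) and 9 falls (23.6), with 111 opposite. Lines 3472 and 3940 and lines 306 and 928 shared 98 rises (28.6) and 12 falls (23.8), with 83 opposite. Across 16089 genes, which are not independent replicates, the Pearson correlation of the log2 changes was 0.667 between the LA lines and lines 306 and 928 (Spearman 0.627), 0.0599 between the LA lines and lines 3472 and 3940 (Spearman −0.0371) and 0.121 between the 2 labelled pairs (Spearman 0.00780). Among single lines it was 0.706 for Kpr8 and Kpr10, 0.588 for 306 and 928 and 0.232 for 3472 and 3940. Without line 3472 the value for the LA lines and line 3940 was −0.0166, and without 3940 that for the LA lines and 3472 was 0.110. The value between the labelled pairs was 0.0348 without line 306 and 0.183 without 928.

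**Figure D4:**
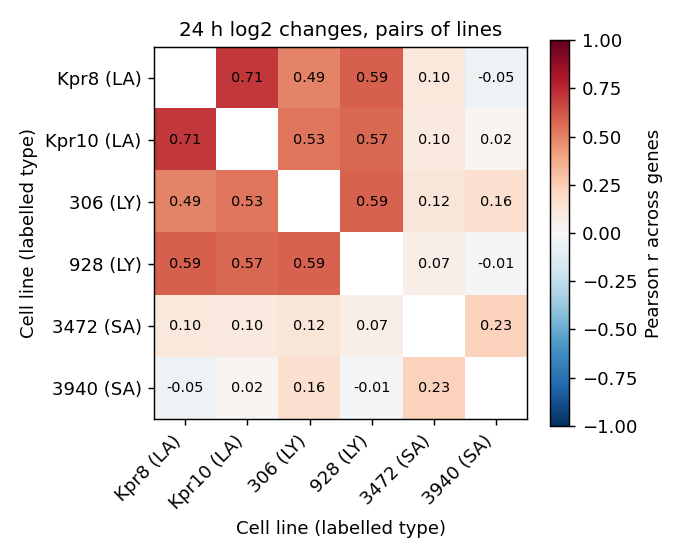
Pearson correlation across genes (colour, from −1 to 1) of the 24 h log2 change between each pair of lines, with the labelled type of each line in brackets. Kpr8 and Kpr10 reached 0.706, and pairs of line 3472 or 3940 with another type ran from −0.0507 to 0.162.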

Values the study reported

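Principal component analysis in the paper put 44% of variance on PC1 in the LA lines, 43% on PC1 in the SA lines and 16.4% on PC2 in the LY lines.

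For the p53 pathway the paper gives an induction at 8 h of about 12% of the 24 h levels.

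The paper's Pearson correlations between tumour types were 0.67 for LA and SA, 0.59 for LA and LY, and 0.44 for SA and LY.

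The paper counts 276 core regions with a p53 motif and 174 regions shared by LA and SA only. It lists 56 core coding genes.

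Among lncRNAs the paper gives 31 of 87 (36%) and 19 of 64 (30%) in the core and senescence-specific programs. At the senescence-specific regions the density of p53 ChIP-seq reads was 3.3-fold lower in LY than in LA and SA.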

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

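The checks for exchanged labels, mixed-in leukocyte RNA, a few loci taking most counts, absent p53 restoration and depth were chosen only after the results were seen. The splits of the libraries and the test of the size of change were chosen before.

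Lines 3472 and 3940, labelled SA, carried lymphoid RNAs before Tam and lines 306 and 928, labelled LY, carried mesenchymal ones. The lowest ratio of the other type's markers to the own type's markers over these 4 lines was 8.29. This ratio restates the marker sums that raised the question, so it does not test an exchange of the tumour types of the 2 pairs. Leukocyte RNA mixed into libraries of mesenchymal cells is argued against, since mesenchymal markers in lines 3472 and 3940 reached at most 8.04% of the level in lines 306 and 928. An exchange of the labels may account for the pattern, and the supplement legend of the paper gives these 4 lines the exchanged types. If that legend holds, the deposited type label and not the line is out of place, since lymphoid markers summed to 2786 and 2150 CPM in lines 3472 and 3940 against 82.5 and 125 CPM in lines 306 and 928, which libraries exchanged between the lines would reverse.

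E2F and G2/M RNAs fell at 24 h in the LA lines and in lines 306 and 928, and the change was higher in lines 3472 and 3940 by 0.98 and 1.09 log2, but with an estimated correlation neither difference passed (adjusted p = 0.113 and 0.166), nor did the falls in lines 306 and 928 (0.0571 and 0.0989) or the G2/M fall in the LA lines (0.0817). With coding loci only the E2F difference was 0.95, which cannot decide whether a few loci taking most of the counts is the cause. RLE scaling already kept such loci from setting the scale, and Lars2, at 7.6% of counts on average, is coding and stayed in. The share of counts in coding loci fell in the lines where these RNAs fell, and this shift was not tested apart from the pattern. Absent p53 restoration is argued against, since Cdkn1a rose by 6.61 log2 in lines 3472 and 3940. The smaller rise of Trp53 there (difference −1.17) and the tumour type remain open and were not tested. A response that differs by tumour type may account for the pattern, as a hypothesis found and tested on the same libraries.

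Fewer loci were called at 24 h in lines 3472 and 3940 (334) than in the LA lines (5175) or lines 306 and 928 (5067). Depth is argued against as the cause, since with every library thinned to the same coding count the lower of the other counts was still 16.5 times that of lines 3472 and 3940. A larger spread between the 2 lines with changes of the same size is argued against, since the SD of the 24 h change over well-measured genes was 0.569 times the lower of the other types. The tumour type may account for the pattern and was not tested apart from the lines themselves.

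Of 40 splits of the 12 libraries, 32, the real one among them, parted every line's pair of times. At 24 h against 0 h only the real split gave as many calls (1820 with only those times). The highest other gave 1811, so the splits cannot exclude chance there. That other split exchanged the times of lines 3472 and 3940 alone. For 24 h against 8 h again only the real split gave as many (2389, highest other 1507, with the times of line 3472 exchanged). This argues against chance, though first of 32 is the most such splits can show. Chance cannot be excluded for 8 h against 0 h either, where 2 of 40 splits gave as many (101, highest other 609). That split, again with lines 3472 and 3940 exchanged, called several times the real number, which points to a structure of the samples. Splits that did not part every line's pair of times called 0 loci with edgeR.

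In 55 measures per line (list means, Trp53, Cdkn1a and the early share) 3 had a line that stood apart by Dixon's test, where chance marks about 1 in 20 groups (2.8 expected). Line 306 stood apart at 24 h in interferon genes (mean log2 1.63) and in DNA repair targets of p53 (0.67). Line 928 stood apart at 8 h in lysosomal genes (−0.19).

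The 24 h change in the LA lines differed from the mean of the other types in 918 loci, with Pvt1 at 0.89 and Myc at 0.71 (32.3 to 35.9 CPM there). By camera, with per-line means in brackets, its list differences were 0.12 for joined p53, 0.32 for arrest and 0.44 for metabolic targets, −0.62 for both E2F targets and G2/M genes, −0.07 for Myc targets, −0.80 for histones, 0.16 (0.33) for SASP genes, 0.13 for cholesterol genes, 0.67 for mitochondrial mRNAs and −1.17 (−0.44, where genes at 0 counts give 0) for lymphoid markers. For the study's senescence-specific lists they were 0.78 for genes listed as rising, 1.2 (0.75) for lncRNAs and −1.09 (−0.64) for genes listed as falling. None of these lists passed with an estimated correlation, where adjusted p ran from 0.0906 to 0.572.

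The change in lines 3472 and 3940, labelled SA, differed in 3424 loci, with Trp53 at −1.17, Spag9 at −0.56 and 5830418P13Rik at −6.32, a fitted value that rests on starting counts of 0 in the other types. By camera its list differences were −0.63 for joined p53 targets, −1.09 for arrest targets, −0.91 for metabolic targets, 0.98 for E2F targets, 1.09 for G2/M genes, 0.46 for Myc targets, 1.39 for histones, −0.47 for lysosomal genes, −0.38 for interferon genes and −0.46 for cholesterol genes. For the study's lists they were −0.58 for core coding genes, −1.53 and 1.43 for senescence-specific genes listed as rising and as falling, and −2.38 for senescence-specific lncRNAs (−1.49 from per-line means). With an estimated correlation Myc targets and the senescence-specific lists of rising genes and lncRNAs passed (adjusted p = 0.0314 with an estimated correlation), and the others ran from 0.0505 to 0.513.

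The change in lines 306 and 928, labelled LY, differed in 1047 loci, with Myc at −0.69. By camera, with per-line means in brackets, its list differences were 0.51 for joined p53 targets, 0.77 for arrest, 0.37 for apoptosis and 0.47 for metabolic targets, −0.36 for E2F targets, −0.47 for G2/M genes, −0.39 for Myc targets, −0.59 for histones, 0.44 for lysosomal genes, 0.43 (0.76) for interferon genes, 0.33 for cholesterol genes, −0.095 for Atf4 targets and 1.53 (0.66) for lymphoid markers. For the study's lists they were 0.30 (0.48) for core coding genes, 0.75 and −0.34 for senescence-specific genes listed as rising and as falling, and 1.18 (0.74) for senescence-specific lncRNAs. The E2F, G2/M and histone differences rest on lines 3472 and 3940, since the LA means fell as far (−1.14, −1.16 and −1.58). With an estimated correlation adjusted p = 0.0423 for Myc targets, 0.0462 for lymphoid markers and 0.0487 for senescence-specific genes listed as rising, and the others ran from 0.0999 to 0.351.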

How the results depend on the processing

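The alternatives with coding loci only, with thinned libraries and without both lines 3472 and 3940 were chosen only after the results were seen. Of the counts of called loci 128 stayed within 1.5 times the value reported and 94 moved further. Of list results 3369 kept direction and side of the threshold, 233 lost the call, 39 gained one and 10 reversed. Of named-gene results 11543 kept both, 1002 lost the call, 275 gained one and none reversed. Where the text gives no cause, the cause was not tested. Depth limits some counts: thinning took the LA difference from 918 to 563 loci, while 8 h in lines 3472 and 3940 stood at 65 and 66.

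With no filter on low counts, 128 loci were called at 8 h across 6 lines, 362 at 8 h in the LA lines, 571 at 24 h and 207 at 8 h in lines 3472 and 3940, and 212 at 8 h in lines 306 and 928. With tumour type in place of the cell line block, 1094, 16 and 458 loci were called across 6 lines for 24 h and 8 h against 0 h and 24 h against 8 h, 883 and 13 in the LA lines at 24 h and 8 h, 13 and 0 in lines 3472 and 3940, 968 and 3 in lines 306 and 928, and 2, 368 and 0 for the differences of LA, SA-labelled and LY-labelled lines (edgeR). With coding loci only, 15 loci were called at 8 h in lines 3472 and 3940. With thinned libraries the counts were 23 at 8 h across 6 lines, 131 at 8 h in the LA lines, 563 for the LA difference and 668 for the difference of lines 306 and 928. Without lines 3472 and 3940 the counts across 6 lines were 6749, 164 and 5480. DESeq2 called 195 loci at 24 h in lines 3472 and 3940, and 593 and 651 for the differences of the LA lines and of lines 306 and 928. With only the times compared in the fit the counts were 1820 and 101 for 24 h and 8 h against 0 h across 6 lines, 471 at 8 h in the LA lines, 175 and 172 at 24 h and 8 h in lines 3472 and 3940, 198 at 8 h in lines 306 and 928, and 379 and 339 for the differences of the LA lines and of lines 306 and 928. At 2-fold or more they were 842 and 571 for 24 h against 0 h and against 8 h, 1752 and 78 in the LA lines at 24 h and 8 h, 152 in lines 3472 and 3940 at 24 h, 1646 and 29 in lines 306 and 928 at 24 h and 8 h, and 276, 1346 and 243 for the 3 differences, since this asks more of each locus. With each type's own libraries only, 366 loci were called at 8 h in the LA lines and 28 in lines 306 and 928.

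With an estimated correlation the calls of E2F targets (mean −0.68, adjusted p = 0.143 with an estimated correlation), G2/M genes (−0.70, 0.165) and Myc targets (−0.39, 0.143) at 24 h across 6 lines were lost, as were those of joined p53 targets (−0.63, 0.108), E2F targets (0.98, 0.113) and G2/M genes (1.09, 0.166) in the difference of lines 3472 and 3940. Without lines 3472 and 3940 E2F targets passed at 8 h (−0.063, adjusted p = 0.00899). With thinned libraries senescence-specific genes listed as falling stood at 0.053 in the difference of lines 306 and 928, against −0.34. With the median over genes the p53 change at 8 h was 0.31. With Spearman the LA and SA-labelled similarity was −0.0371 and the SA-labelled and LY-labelled one 0.00780. With called genes only the LA and LY-labelled similarity was 0.753 and the SA-labelled and LY-labelled one 0.220, and with genes of higher expression the first was 0.778.

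Leaving out each line in turn, the counts ran from 1763 (no Kpr10) to 4940 (no 3940) for 24 h against 0 h, 15 (no Kpr10) to 43 (no 3472) for 8 h against 0 h, and 780 (no 306) to 3649 (no 3940) for 24 h against 8 h. They ran from 2283 to 5568 at 24 h and 45 to 344 at 8 h in the LA lines (no Kpr10 and no 928), 149 (no 3940) to 522 (no 928) at 24 h and 5 (no 3472) to 114 (no 928) at 8 h in lines 3472 and 3940, and 3215 (no 306) to 5198 (no 3940) at 24 h and 27 (no 928) to 90 (no 306) at 8 h in lines 306 and 928. The differences ran from 151 (no Kpr10) to 1368 (no 928) for LA, 2165 (no 3940) to 3393 (no 306) for lines 3472 and 3940, and 366 (no Kpr8) to 870 (no 3940) for lines 306 and 928. Before Tam they ran from 1143 (no Kpr8) to 4378 (no 3940) for LA and 1069 (no 928) to 4195 (no 3940) for lines 306 and 928. A type left with 1 line is assumed to vary like the others.

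Lists that changed sign with a line left out were joined p53 targets in the LA difference (−0.018 without Kpr10 to 0.17 without Kpr8, −0.014 without 3472), SASP genes there (−0.13 without 3940 to 0.48 without Kpr8), interferon genes (−0.12 without 306 to 1.03 without 928) and Atf4 targets (−0.25 without 306 to 0.088 without 3472, 0.028 without 928) in the difference of lines 306 and 928, and, at 24 h in lines 3472 and 3940, histones (−0.24 without 3940 to 0.002 without 3472), mitochondrial mRNAs (−0.011 without 3472 to 0.60 without 3940) and Atf4 targets (−0.43 without 3472 to 0.021 without 3940). The similarity ran from −0.0166 (no 3472) to 0.110 (no 3940) for LA and SA-labelled lines, 0.556 (no 928) to 0.631 (no 306) for LA and LY-labelled lines, and 0.0348 (no 306) to 0.183 (no 928) for the labelled pairs.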

Other observations

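The lymphoid and epithelial values here, and the SA-labelled counts beside them, were picked out only after they were seen. In lines 306 and 928, 5 of 30 lymphoid markers rose at 24 h (1 adjusted over the list alone), with camera adjusted p = 0.00461 and adjusted p = 0.0454 with an estimated correlation. The counts behind them were small, with Cd3e at 0 before and 5 at 24 h, Coro1a at 0 and 8, and Laptm5 and Cd37 at 0 and 4 each over the 2 lines. The SA-labelled lines held 1990 Cd3e counts at 24 h, and their Col3a1 went from 1 to 18 (6574 in lines 306 and 928). The source of small counts was not tested. The median over the list was 1.29, and 0.92 with 8 genes at 0 counts held at their bound. In the same lines the keratins Krt18 (log2 1.59 ± 0.22) and Krt8 (1.71 ± 0.28) rose and Krt7 had 16 counts before and 39 at 24 h, in a list of 14 epithelial markers with camera adjusted p = 0.0750. Their change exceeded that of the other types by 1.83 ± 0.42 for Krt18 and 1.61 ± 0.37 for Krt8.

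Pvt1, the lncRNA beside Myc, stood at a mean of 1004 CPM before Tam in lines 306 and 928, against 39.8 CPM in the LA lines and 16.2 CPM in lines 3472 and 3940. It rose at 24 h in each type, by 2.19 ± 0.18 in the LA lines, 1.40 ± 0.20 in lines 3472 and 3940 and 1.2 ± 0.17 in lines 306 and 928. Mesenchymal markers summed to 1555 CPM at 24 h in line 928. Rn18s-rs5, an 18S ribosomal RNA related sequence, changed by 2.73 in Kpr8, 2.64 in Kpr10, 0.78 in 306 and 3.09 in 928 at 24 h and fell in lines 3472 and 3940.

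In these libraries the early share of the p53 response at 8 h was 42.6% of the 24 h change on the log2 scale. This is higher than the share the study gives, which was read from another gene set and scale. The supplement legend of the study calls lines 306 and 928 SA and lines 3472 and 3940 LY, so the values here are set beside the study's by line and not by deposited label. The study's correlations are of expression profiles, while those here are of 24 h changes, so the measures differ. The correlation was 0.667 between the LA lines and lines 306 and 928, 0.778 in genes of higher expression and 0.556 without line 928. The first is close to the value the study gives for LA and SA. The correlation was 0.0599 between the LA lines and lines 3472 and 3940. This is lower than the value the study gives for LA and LY. The correlation was 0.121 between lines 3472 and 3940 and lines 306 and 928. This is lower than the value the study gives for SA and LY. PC1 held 43.8% of variance in the LA lines and 43.2% in lines 306 and 928, where it separated the lines and PC2 (36.9%) separated 24 h from 0 h. These PC1 shares are close to those the study gives for LA and SA, though for the second pair PC1 here is not the axis of time that the study describes. In the LA lines PC1 mixed line and time, at −8.51 before Tam and −62.9 at 24 h in Kpr8 and at 49.8 and −1.3 in Kpr10. PC2, which set 0 h apart from the later times, held 8.91% of variance in lines 3472 and 3940. This is lower than the share the study gives for LY.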
